# The Profiling of DNA Methylation and Its Regulation on Divergent Tenderness in Angus Beef Cattle

**DOI:** 10.3389/fgene.2020.00939

**Published:** 2020-08-26

**Authors:** Chunping Zhao, Guanyu Ji, José A. Carrillo, Yaokun Li, Fei Tian, Ransom L. Baldwin, Linsen Zan, Jiuzhou Song

**Keywords:** DNA methylation, MBD-seq, DMR, epigenetic, beef quality

## Abstract

Beef is an essential food source in the world. Beef quality, especially tenderness, has a significant impact on consumer satisfaction and industry profit. Many types of research to date have focused on the exploration of physiological and developmental mechanisms of beef tenderness. Still, the role and impact of DNA methylation status on beef tenderness have yet to be elucidated. In this study, we exhaustively analyzed the DNA methylation status in divergent tenderness observed in Angus beef. We characterized the methylation profiles related to beef tenderness and explored methylation distributions on the whole genome. As a result, differentially methylated regions (DMRs) associated with tenderness and toughness of beef were identified. Importantly, we annotated these DMRs on the bovine genome and explored bio-pathways of underlying genes and methylation biomarkers in beef quality. Specifically, we observed that the ATP binding cassette subfamily and myosin-related genes were highly methylated gene sets, and generation of neurons, regulation of GTPase activity, ion transport and anion transport, *etc.*, were the significant pathways related with beef tenderness. Moreover, we explored the relationship between DNA methylation and gene expression in DMRs. Some methylated genes were identified as candidate biomarkers for beef tenderness. These results provide not only novel epigenetic information associated with beef quality but offer more significant insights into meat science, which will further help us explore the mechanism of muscle biology.

## Introduction

Beef constitutes one of the primary food sources worldwide due to its high-quality protein and other nutrients, such as B vitamins, iron, zinc, unsaturated fatty acid, *etc.* (Delgado, 2003; McNeill and Van Elswyk, 2012). Thus, beef composition and quality have always been a principal focal point for both consumers and producers (Galbraith, 2002; Raes et al., 2003). Traditionally, beef quality has been influenced and evaluated by three general criteria: tenderness, juiciness, and flavor (Boleman et al., 1997), of which, juiciness and flavor are subjective and influenced by several factors, such as cooking style, consumer preferences, and ethnic, cultural habits. However, tenderness is one of the most important factors influencing the quality and can be quantitatively and objectively measured by the Warner–Bratzler shear forces (WBSF) (Huffman et al., 1996; Ferraris et al., 2013; Hocquette et al., 2013; Morales et al., 2013; Nogalski et al., 2018). Tenderness is a complex trait influenced by different structural components, such as the myofibrillar mass, sarcoplasmic proteins, intramuscular fat, and connective tissue, *etc*. Besides, many intricate biological processes are also involved, such as rigor development, fiber contraction, proteolysis during aging and meat maturation (Tornberg, 1996; Patten et al., 2008; Nishimura, 2010).

To date, a large number of molecular studies have focused on the exploration of molecular mechanisms responsible for beef tenderness (Zhao et al., 2012a,b, 2014, 2015; Picard et al., 2015; Silva et al., 2016; Enriquez-Valencia et al., 2017; Goncalves et al., 2018; Gagaoua et al., 2019; Leal-Gutierrez et al., 2019). Interestingly, these studies revealed some factors related with beef tenderness and meat quality, such as quantitative trait loci (QTL), single nucleotide polymorphisms (SNPs), copy number variations (CNVs), functional candidate genes, transcripts, and proteins, *etc.* (Zhao et al., 2012b, 2014; Silva et al., 2016; Enriquez-Valencia et al., 2017; Goncalves et al., 2018; Gagaoua et al., 2019; Leal-Gutierrez et al., 2019). In our previous researches, we ascertained that some genes, proteins, miRNAs, and histone modification, namely an epigenetic factor, are demonstrably related with beef tenderness and meat quality (Zhao et al., 2012a,b, 2014, 2015). However, DNA methylation has not been elucidated in the regulation of beef quality traits.

DNA methylation is one of the most studied epigenetic modifications which occurs by covalently attaching a methyl group to the fifth carbon of cytosine residues (Goldberg et al., 2007). It is reported that DNA methylation plays essential roles in diverse processes, including cell proliferation and differentiation, genomic imprinting, embryogenesis, X chromosome inactivation, tumor genesis, *etc.* (Wilson, 2008). Moreover, DNA methylation has been associated with gene repression at specific genome regions and mainly when it occurs in gene promoters (Mendoza-Garces et al., 2013). Much attention has been paid to the figuration of DNA methylation on the whole genome in livestock animals, such as chicken, pig, horse, beef cattle and dairy cattle using methylated DNA immune-precipitation sequencing (MeDIP-seq) (Li et al., 2011, 2012; Huang et al., 2014; Lee et al., 2014; Song et al., 2016); goat and beef cattle using methylated DNA binding domain-sequencing (MBD-seq) (Frattini et al., 2017; Li et al., 2019); sheep using reduced representation bisulfite sequencing (RRBS) (Couldrey et al., 2014), hen using whole-genome bisulfite sequencing (WGBS) (Zhang et al., 2017), etc. These studies identified differentially methylated regions (DMRs) and methylation-regulated genes related to variant phenotypes or different development stages in domestic animals. Intriguingly, one of the studies found that DNA methylation was related to meat quality and tenderness of breast muscle in chicken (Li et al., 2011). However, the DNA methylation analysis of beef quality and tenderness remains unknown.

In the present study, we explored DNA methylation in *longissimus lumborum* with divergent tenderness of inbred Angus cattle. We first depicted the methylation profiles related to beef tenderness and described methylation distributions on the whole genome. We then identified DMRs between those divergent tenderness beef and annotated the DMRs on the bovine genome and subsequently explored the bio-pathways with those underlying genes of DMRs. Finally, we examined the relationships between gene expression and these selected methylated markers. We believe that the results of the study will contribute to excavating epigenetic mechanisms regulating beef quality and provide valuable information for further functional validation and, ultimately, promote the improvement of beef production.

## Materials and Methods

### Sample Preparation and Experimental Design

Nineteen Angus cattle were obtained from WYE Angus (Queenstown, MD, United States). They consisted of contemporaneous steers that received the same pelleted forge diet formulated to provide the nutritional requirement. Around 12 months of age, the animals were terminated, and samples of *longissimus lumborum* from the 12–13th rib were collected and aged at 4°C for 14 days. Concurrently, a small piece of fresh tissue samples from the same muscle was obtained and immediately placed in RNAlater solution at −80°C for DNA and RNA extraction. After the aging process, WBSF, crude fat, fatty acid contents, and cooking loss of the samples were measured to evaluate beef tenderness as previously described (Zhao et al., 2012b). Then four samples exhibiting the lowest WBSF were selected as the tender group and four individuals with the greatest WBSF designed as the tough group.

All procedures were approved by the University of Maryland Institutional Animal Care and Use Committee (Protocol # R-07-05). Research performed in this study were in accordance with the relevant guidelines and regulations of the ethics approvals above.

### DNA Extraction and MBD-Seq Library Preparation

Two samples were randomly selected as representatives from four individuals of each group (tender and tough), and Genomic DNA was extracted using the Wizard Genomic DNA purification kit (Promega, Madison, WI, United States). DNA concentrations were measured by the Qubit dsDNA Broad-Range Assay (Invitrogen, Carlsbad, CA, United States). The MBD-seq method was used to identify methylated DNA regions, and elution of the captured methylated DNA was done separately using three salt gradients, namely the low, medium and high concentrations as our previous publication (Carrillo et al., 2015). MethylCap kit (Diagenode, Denville, NJ, United States) was used to obtain DNA containing methylated CpGs. Briefly, DNA was extracted and sheared into 300–500 bp fragments using the Bioruptor^®^ Sonicator (Diagenode) and then visualized on an agarose gel to verify the size of the resultant segments. A 141.8 μl capture reaction mix containing 12 μl of sheared DNA and lacking the MethylCap protein was prepared. From this preparation, 119 μl of capture reaction mix was incubated with 1 μl of diluted MethylCap protein at 40 rpm on a rotating wheel for 2 h and at 4°C to allow the interaction. The remaining solution (22.8 μl) was used as an input sample. Magnetic beads captured methylated DNA. Unbound DNA was washed off, and the eluted DNA collected. For the elution, 150 μl of the low, medium, and high concentration elution buffer was used serially per capture. These three elutions are corresponding to the high, medium, and low methylation parts of the whole genome, respectively (Brinkman et al., 2010). They were named as HTE (High methylated-DNA from tender beef), HTO (High methylated-DNA from tough beef), MTE (Medially methylated-DNA from tender beef), MTO (Medially methylated-DNA from tough beef), LTE (Low methylated-DNA from tender beef), LTO (Low methylated-DNA from tough beef), respectively. All fractions and input were purified using the MiniElute PCR Purification Kit (QIAGEN, Valencia, CA, United States). Quantitative PCR (qPCR) (iCycleriQ PCR system, Bio-Rad, Hercules, CA, United States) was performed in duplicate for each sample to test the enrichment efficiency. Method 2^–ΔΔCt^ was applied to determine relative fold enrichments and compared enrichment values of a positive *TGFB3* to a negative primer pair *MON2*, between experimental (methyl DNA) and reference (input DNA) samples.

The sequencing libraries were constructed as follows: NEBNext^®^ End Repair Module (NEB, Ipswich, MA, United States) was used for the end repair of the fragmented methylated DNA, a 3′ A was added using DNA Polymerase I, Large (Klenow) Fragment (NEB), then a pair of Solexa adaptors (Illumina, San Diego, CA, United States) was ligated to the repaired ends by T4 ligase (Promega). Filtration in a 2% agarose gel was used to select fragments (DNA plus adaptors) from 300 to 500 bp. PCR enriched purified DNA templates were amplified by Phusion^®^ Hot Start High-Fidelity DNA Polymerase (NEB). After purification, DNA quality was examined. The DNA library was diluted, and the concentration double-checked using the Qubit assay (Life Technologies). A total of 12 libraries were constructed for three gradient-eluted DNA from two replicates of two groups. Finally, the libraries identified by the 6-bp index were sequenced at 50 bp sequence read using an Illumina HiSeq 2000 sequencer.

### MBD-Seq Data Analysis

The raw reads were obtained by Illumina sequencing. We created the clean reads from the dataset by filtering reads contained the adaptor sequence or the reads which had low quality and N bases occupy more than 50% of the read length (Chen et al., 2018). The clean reads were obtained by SOAPnuke and aligned to the cattle reference genome (BosTau8) using the Burrows-Wheeler Aligner (BWA) (Li and Durbin, 2010), allowing up to two nucleotide mismatches to the reference genome per seed and returning only uniquely mapped reads. Replicate sequencing reads (i.e., reads with the same starting position) were counted only once.

Uniquely mapped reads were used to analyze the DNA methylation differential peaks based on a defined model of ChIP-Seq data (MACS2) (Liu, 2014). Peaks were identified by the Poisson test with *p*-value < 0.01; then, we modified results by FDR < 0.01 for further analysis, and all the other parameters were used as the default (Wang et al., 2018).

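Peaks had been called by the authors on each of the 12 libraries and, separately, on the merged reads of the 2 replicates of each of the 6 conditions, so the replicate lists could be set against the merged lists. With 1 bp or more of overlap counted as shared, 98.9% ± 0.58 (SD, n = 12 libraries) of the peaks of a library overlapped a peak of the merged list of its condition. The lowest share was 97.8% in HTO_2 (12015 of 12284 peaks, Wilson 95% interval 97.5 to 98.1%) and the highest was 99.5% in MTE_1 (34298 of 34468 peaks, 99.4 to 99.6%). The intervals cover counting error only. The merged reads include those of the library itself, which favours a high share whatever the other replicate holds. Of the other settings tried, keeping only peaks with a fold enrichment of at least 3 in both kinds of list moved the mean the most, to 96.8%.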

We found most of the peaks in the biological replicates overlapped with the merged peaks. Thus, we determined that the data may not be saturated and selected data for the next differential analysis. 

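In the other direction the lists overlapped less. Of the peaks of the merged lists, 31.6% in HTE, 21.9% in HTO, 47.7% in MTE, 45.2% in MTO, 70.2% in LTE and 65.0% in LTO overlapped no peak of either replicate. The peaks found in neither replicate were the weaker ones of their list: in LTE their median −log10 q was 4.97, against 17.2 for the merged peaks found in both replicates. Between the replicates themselves, the share of the peaks of a library that overlapped a peak of the other replicate ranged from 37.5% in LTE_2 to 85.2% in HTE_1. Merging raised the tags left after duplicate removal to between 1.57 and 1.79 times the mean of the replicates, and the number of peaks to 1.71 times that mean in HTE, 1.50 in HTO, 2.44 in MTE, 2.28 in MTO, 4.90 in LTE and 4.22 in LTO. The number of peaks thus rose faster than the number of tags in 5 of the 6 conditions, HTO being the exception. Merged and single lists were called with different MACS2 versions and effective genome sizes, and the effect of this on the number of peaks was not tested.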

The peaks from the tender and tough samples were then merged as candidate differentially methylated regions (CDMRs). The reads were counted for each of the CDMRs, and the DESeq Bioconductor package (Anders and Huber, 2010) was used to identify CDMRs with an FDR < 0.01 and |log_2_ FC| > 2 as final differentially methylated regions (DMRs). Read distributions were normalized using the Reads Per Kilobase per Million (RPKM) mapped reads strategy in 100 bp bins, followed by the analysis of the immune-precipitation-based DNA methylome using a method based on a Bayesian deconvolution strategy (Down et al., 2008). A prior report (Chavez et al., 2010) demonstrated that this normalization strategy improves the correlation to bisulfite sequencing data.

The paired reads were not extended and were placed in bins of 100 bp across the genome. The values of each bin were used to determine the read density or read distribution on the gene element regions. All the details on data analysis can be found in a previous publication (Wang et al., 2018).

### Joint Analysis of MBD-Seq and Gene Expression

Gene expression of the four samples in each group (tender and tough) was assessed with the 4 × 44K Bovine Gene Expression Microarray (Agilent, Santa Clara, CA, United States) as previously described (Zhao et al., 2012b). Pearson correlation was used for correlation analysis between DNA methylation and gene expression. Specifically, the reads density [uniformed by tags per million (TPM) method] of the peaks, which located in the region from transcription start site (TSS) upstream 2000 bp to downstream 2000 bp, were statics to represent the degree of DNA methylation on the genes. Then, three levels of DNA methylation for tender and tough samples were totally counted separately. At last, the difference values between the tender and tough for the three levels of DNA methylation were pairing with the difference of gene expression (beta value for microarray were also uniformed by TPM method) respectively, and cor.test() in the default functions of R package was used to calculate the Pearson correlation coefficient with default parameters. Specifically, the parameter alternative with two.sided, conf.level = 0.95. The difference value of the DNA methylation and the difference of gene expression were performed by scatter plot.

## Results

### The Meat Quality of *Longissimus Lumborum* From Angus Cattle

A total of 19 Angus cattle were slaughtered, and *longissimus lumborum* samples were collected. The measurement of meat quality traits showed that WBSF values differed significantly for these 19 steers, ranged from 5.81 to 20.70 kg (13.37 ± 5.35 kg), but crude fat, fatty acid contents, and cooking loss varied slightly. To explore the mechanisms of tenderness variation, four samples exhibiting the lowest WBSF (6.03 ± 0.31 kg) were selected to represent the tender group and four samples with the greatest WBSF (20.33 ± 0.53 kg) were designated as the tough group. After further analysis of the meat quality traits between tender and tough groups, we found that crude fat content was also significant between these two groups (*P* < 0.05).

### The DNA Methylation in *Longissimus Lumborum* Muscle of Angus Cattle

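MBD-seq captures sheared genomic DNA that carries methylated CpGs with a methyl-CpG binding protein (MethylCap), and the captured DNA was here released in 3 serial elutions that differed in salt concentration. Longissimus muscle from 2 tender and 2 tough animals was used, and each animal gave a high, a medium and a low methylated fraction, which made 12 libraries in 6 conditions (HTE, HTO, MTE, MTO, LTE and LTO) with 2 replicates each. The paper names the muscle longissimus lumborum and the sample labels name it longissimus dorsi. The Methods assign the low concentration buffer to the high methylated part, whereas the notes to Table S1 describe HTE and HTO as eluted with high concentration salt. The Discussion of the paper sides with the notes and places fragments with many methyl-CpGs in the high-salt elution. Since these statements conflict, the libraries are identified here by methylation level only. The authors aligned the reads to bosTau8 with BWA, kept uniquely mapped reads and called peaks with MACS2 at a q-value of 0.01, with tags of 50 bp, at most 1 tag per position and no input library as control. They deposited 18 peak lists, 12 from single libraries (MACS2 version 2.1.1.20160309) and 6 from the merged replicates (version 2.1.0.20150731), and the 2 versions were run with slightly different effective genome sizes. The lists cover chromosomes 1 to 29 and X, and all except that of MTO_1 also hold peaks on the mitochondrial genome.
The headers of the lists give the number of mapped tags of each library, which equals the mapped reads of Table S1 in all 12. There were 9031429 and 9575629 tags in HTE, 8854114 and 7795853 in HTO, 11889327 and 12635437 in MTE, 14981895 and 13439772 in MTO, 8162432 and 12051816 in LTE, and 13916976 and 12606869 in LTO. Peak calling used only the tags left after duplicates were removed, and their number is the depth behind every peak. The pileup, fold enrichment, p-value and q-value of a peak are the authors' own and were used only to describe, rank or filter peaks within a list. From there, peaks were compared by position. The read counts that enter the DESeq test of the paper were not analysed here, nor were CpG islands, genes and repeats, since no annotation of bosTau8 was used.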

To detect the distribution of DNA methylation across the entire genome of *longissimus lumborum* from Angus, MBD-seq was performed in the beef with divergent tenderness, namely tender and tough. By using deep sequencing, we obtained a total of 146271818 raw reads. After filtering the reads of low quality, we aligned those clean reads to the reference genome (bosTau8), and our results reveal that 92.25% of reads were uniquely mapped to the reference (Supplementary Table S1). 

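A single library had 8814256 ± 745114 mapped tags (SD, n = 4) in the high methylated DNA, 13236608 ± 1324623 in the medium and 11684523 ± 2474847 in the low. The medium libraries exceeded the high libraries in every case (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow, and 0.0857 after Benjamini-Hochberg adjustment over 9 comparisons of depth and coverage). The medium and low libraries did not separate without pairing (exact permutation test, p = 0.371). Removing duplicates changed the order of the levels. Summed over 4 libraries, 16769122 tags were left in the high methylated DNA, 25456137 in the medium and 28129591 in the low, which is 47.6%, 48.1% and 60.2% of the mapped tags. Per library this was 6364034 ± 448928 tags (SD, n = 4) in the medium and 7032398 ± 920713 in the low, a difference within the spread (exact permutation test, p = 0.20). The length of genome under peaks was 4.12 ± 0.44 Mb (SD, n = 4) per high library, 8.26 ± 1.07 Mb per medium library and 5.45 ± 2.13 Mb per low library. Peaks covered more in the medium than in the high libraries (exact permutation test, p = 0.0286, adjusted p = 0.0857), and the medium and low libraries did not separate (exact permutation test, p = 0.0571, adjusted p = 0.129). With libraries paired by beef and replicate number, added after the data were examined, the medium exceeded the high libraries in 4 of 4 pairs in tags and in length under peaks, and the low libraries in 4 of 4 pairs in mapped tags. Each of these gave p = 0.125 in the exact sign-flip test, the smallest possible with 4 pairs.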

The uniquely mapped reads were 35257025, 52946431, and 46738093 in the high, medium, and low methylated regions, respectively, implying that more proportion of the genome in *longissimus lumborum* of Angus is moderately methylated. Additionally, a total of 63346070 uniquely mapped reads were identified in the tender group while 71595479 in the tough samples (Supplementary Table S2).

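Per library, the tough beef had 11932580 ± 2917256 mapped tags (SD, n = 6) and the tender beef 10557678 ± 1863002, a difference within the spread of the libraries (two-sided exact permutation test over 924 arrangements, p = 0.327). The 6 libraries of a group come from 2 animals, so they are not 6 independent samples. After duplicates were removed the order was the opposite, with 35781817 tags left in the tender beef, 56.5% of those mapped, and 34573033 left in the tough beef, 48.3% of those mapped. The means per library, 5963636 ± 1099577 (SD, n = 6) and 5762172 ± 1768733, were again within the spread (exact permutation test, p = 0.812). That spread includes the differences between levels, which these tests do not take as blocks. In mapped tags, each tough library lay below each tender library at the high level and above each at the medium and low levels. In tags left, each tough library lay below each tender library at the high and medium levels. At the low level each tough library lay above. Peaks covered 5.69 ± 2.75 Mb of a tender library and 6.20 ± 1.72 Mb of a tough library (SD, n = 6, exact permutation test, p = 0.682). This test too pools the levels, which differed in opposite directions. Peaks covered 9.16 ± 0.02 Mb in MTE and 7.37 ± 0.45 Mb in MTO (SD, n = 2). In LTE they covered 3.70 ± 1.06 Mb and in LTO 7.21 ± 0.43 Mb. At both levels the libraries of tender and tough beef did not overlap. At the high level they did, with 4.23 ± 0.61 Mb in HTE and 4.01 ± 0.40 Mb in HTO.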

To check the distribution of DNA methylation, CpG islands (CGIs), promoters, namely the most methylated and functional regions in the genome, were partitioned; average distance cluster analysis was carried out using uniquely mapped reads in these areas normalized with RPKM. All regions were divided into several clusters so as to present differential DNA methylation patterns in CGIs and promoters subtly. The cluster analysis results are shown in Figures 1A,C, in which, every two replicates are tightly clustered in the bottom of the dendrogram, and some regions have been overtly divided according to methylation levels. All the high methylated regions were distinctly separated from others, and all the low methylated regions also cluster together in CGIs (Figure 1A). In contrast, the DNA methylation of middle and high has closer distance in promoter regions (Figure 1C).

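The peak sets of the 12 libraries were compared over the whole genome by the Jaccard index, the number of base pairs covered by peaks in both libraries divided by the number covered in either. Read density in CGIs and promoters was not analysed here. Average linkage clustering on these indices first joined the 4 high libraries, then the 4 medium libraries, then the high with the medium libraries, and joined the 4 low libraries to the others last. The low libraries thus formed a cluster of their own, and the high and medium libraries were closer to each other than to it. The medium libraries of tough beef had a mean index of 0.421 with the high libraries (0.434 and 0.408 for the 2 replicates), and those of tender beef 0.332 (0.330 and 0.335). Every one of the 8 indices between MTO and high libraries, from 0.386 to 0.459, was above every one of the 8 between MTE and high libraries, from 0.305 to 0.364. With the 9944 peaks of highest −log10 p taken from every library, a setting chosen after the data were examined, the clustering joined MTO to the high libraries before it joined MTE, and the mean indices were 0.520 for MTO and 0.443 for MTE.

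**Figure D1:**
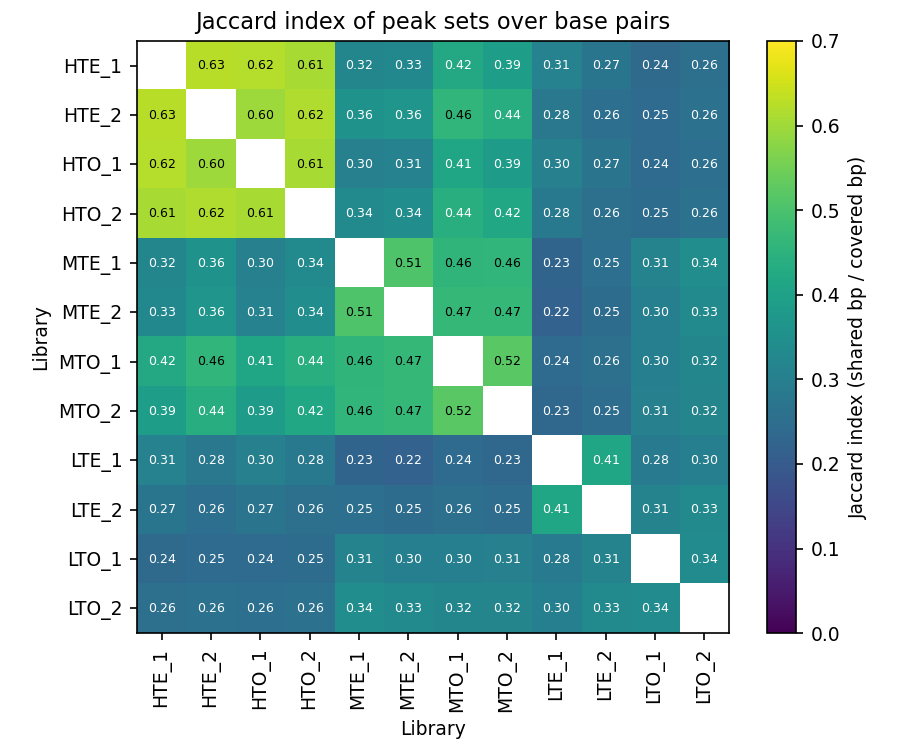
Jaccard index of the peak sets for each pair of the 12 libraries, as base pairs shared over base pairs covered, with libraries on both axes and the index printed in each cell. The 4 high libraries form the block of highest values (0.60 to 0.63), and MTO lies closer to them than MTE does.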

**FIGURE 1:**
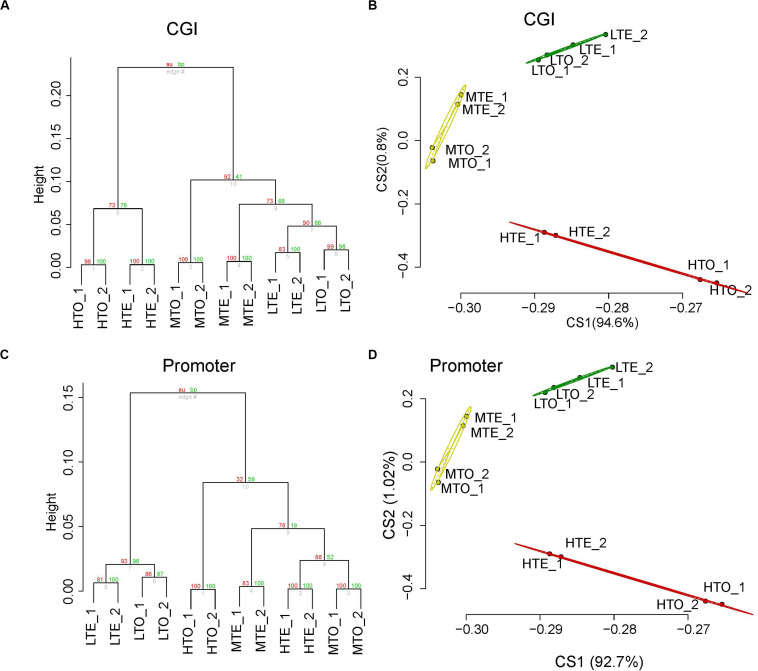
Methylation profile analysis of *longissimus lumborum* from cattle on CGI and promoter. **(A)** Unsupervised hierarchical clustering analysis on CGI. **(B)** Principal Component Analysis on CGI. **(C)** Unsupervised hierarchical clustering analysis on promoter. **(D)** Principal Component Analysis on promoter.

To further verify the results of cluster analysis, Principal Components Analysis (PCA) was also performed in CGIs and promoters, respectively. As shown in Figures 1B,D, after the analysis of dimension reduced, the top two principal components could distinguish those two elements clearly. The three clusters, namely the high, medium, and low methylated regions, separated along with the first two principal components. Additionally, the two biological replicates were highly consistent in read density in CGIs and promoters, and they had a closer distance in the cluster and PCA. Therefore, the reads from the two replicates in the same condition were merged respectively for further analysis.

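In the peak sets, the closeness of the replicates depended on the methylation level. In the medium methylated DNA the Jaccard index was 0.507 between the tender replicates and 0.521 between the tough replicates, above all 4 indices between tender and tough libraries (0.463 ± 0.0038, SD, n = 4 pairs). In the low methylated DNA it was 0.415 between the tender and 0.338 between the tough replicates, and 0.308 ± 0.020 (SD, n = 4 pairs) between tender and tough libraries. In the high methylated DNA the 2 replicate pairs, at 0.625 and 0.608, lay within 0.0053 on average of the tender-tough pairs (0.611 ± 0.011, SD, n = 4 pairs). There the real pairing ranked 2 of the 3 ways to pair the 4 libraries, and both tough libraries were closest to a tender library (HTO_1 to HTE_1 and HTO_2 to HTE_2). A permutation of 4 libraries cannot give a share below 1 in 3. When each library of the high level gave the same number of peaks, the real pairing ranked 1 of 3, with an excess of 0.010 that was no larger than the SD of the tender-tough pairs. With the 9944 strongest peaks of every library, HTO_1 was closest to HTO_2, and HTO_2 stayed closest to HTE_2. Taking the same number of peaks from each library of a level lowered the excess of the replicate pairs over the tender-tough pairs from 0.068 to 0.023 in the low methylated DNA.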

### DNA Methylation Profiles of *Longissimus Lumborum*

To obtain the global DNA methylation landscapes in the *longissimus lumborum*, the methylation levels were explored in different genome regions, including the upstream 2 kb, exon, intron, and downstream 2 kb of genes, after the read number was normalized using RPKM method. As shown in Figure 2A, the methylation levels dramatically increased in the exons. On the whole genome, the exons showed a much higher methylation level than the other regions, and the global methylation levels of upstream, downstream, intron decreased in turn. Additionally, the methylation levels of HTE and HTO were much higher than those from the medium or low methylated regions.

**FIGURE 2:**
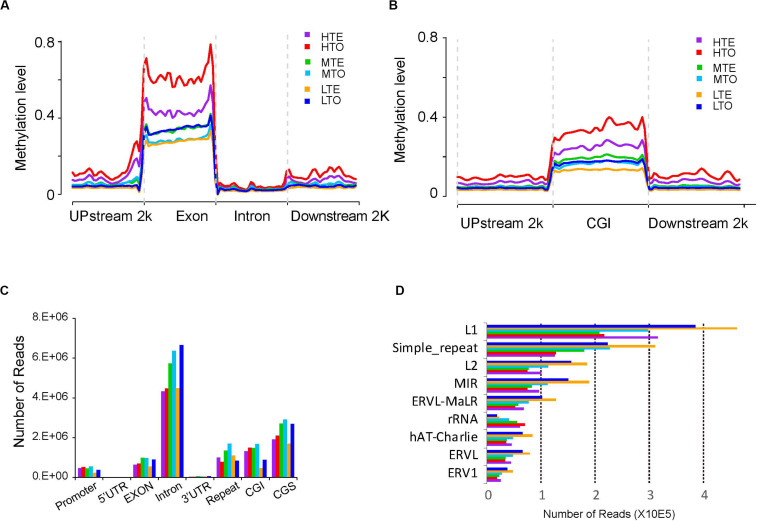
Methylation levels and read distributions in each gene elements and repeat elements. Reads were normalized by RPKM (Reads Per Kilobase per Million mapped reads). **(A)** Distribution of 5-mC tag densities on genome. **(B)** Distribution of 5-mC densities on CGIs. **(C)** Read distribution on genome elements. **(D)** Read distribution in repeat elements.

As reported previously, DNA methylation often occurs in the CGIs of the genome. Therefore, we divided the genome into three parts, namely CGIs, upstream 2 kb of CGIs, and downstream 2 kb of CGIs, to clarify the relationship of DNA methylation and the CpG density. As shown in Figure 2B, the methylation levels were found to increase sharply in the CGIs compared to upstream and downstream. Three levels of methylation were successively high (HTE and HTO), medium (MTE and MTO), and low (LTE and LTO), from top to bottom.

To explore the methylation levels on the different components of genes, we examined the read distribution in the promoter, 5′UTR, exon, intron, 3′UTR, repeat elements, CGIs, and CpG shores (CGSs). The introns were observed to have enriched with more unique reads than the other components, and CGSs harbored with more reads than CGIs (Figure 2C). Moreover, the 5′ UTR and 3′ UTR were seldom methylated compared to the other components, while numerous reads enriched in the repeat elements. Further, the tough always had more reads than the tender in every element, except in repeat elements, where HTE had more reads than HTO, and LTE had more reads than LTO. Thus, we further explored the distribution of reading in repeat elements. The results showed that LINE/L1, simple repeat, LINE/L2, SINE/MIR exhibited more enriched unique reads (Figure 2D). And the read distribution pattern in rRNA was different from other repeat elements, namely that in rRNA most-read enriched in HTO, but in other repeat elements, most reads fell in LTE.

Then DNA methylation enriched regions, namely peaks, were identified through MACS2, a common approach for clustering to enable identification of enriched domains from ChIP-seq data. The details of the peak numbers are shown in Figure 3A. More peaks were identified in the low methylated regions (LTE and LTO), and the tough (LTO) enriched more peaks than the tender (LTE) in the low methylated areas, which is the inverse of that observed in the medium and high methylated regions. Additionally, in the tender group, the medium methylated regions (MTE) harbored more peaks (86,678), while in the tough group, the low methylated regions (LTO) enriched more peaks (122,437), implying distinct methylation patterns in these two kinds of beef.

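The merged lists held 21057 peaks in HTE, 17143 in HTO, 57383 in MTO and 67268 in LTE. Each is a single list made from 2 replicates, so these numbers have no error, and the lists of single libraries give the spread. There the low methylated DNA had 13716 ± 5334 peaks (SD, n = 2) in tender beef and 29045 ± 528 in tough beef, 2.20 times as many on the log2 average, with each tough library above each tender library. The medium methylated DNA had 35566 ± 1552 peaks in tender beef and 25159 ± 583 in tough beef (SD, n = 2), with each tender library above each tough library. In the high methylated DNA, 12336 ± 1239 peaks in tender and 11417 ± 1226 in tough beef (SD, n = 2) did not differ by more than the spread of the replicates, and 1 of the 4 tender-tough pairs had more peaks in the tough library. With 2 libraries against 2, an exact permutation test cannot go below p = 0.33, the value reached at the medium and low levels, and it gave 0.667 at the high level. When peaks were counted per tag left after duplicate removal, the high level reversed to a log2 ratio of tough over tender of 0.23, and the other levels kept their direction.
Between levels, the order in single libraries was not that of the merged lists. The medium libraries had 30362 ± 6084 peaks, the low libraries 21380 ± 9376 and the high libraries 11877 ± 1138 (SD, n = 4). The medium libraries exceeded the high ones (exact permutation test, p = 0.0286, and 0.0857 after Benjamini-Hochberg adjustment over 3 comparisons), and paired by beef and replicate number all 4 pairs had this direction (exact sign-flip test, p = 0.125, the smallest that 4 pairs allow). The low libraries did not separate from the high (exact permutation test, p = 0.143) or from the medium libraries (exact permutation test, p = 0.171). Counted per tag left after duplicate removal, a measure applied to the levels after the data were examined, every medium library exceeded every low library (exact permutation test, p = 0.0286). Without LTE replicate 1, which had 9944 peaks, the low libraries also exceeded the high ones (exact permutation test, p = 0.0286).

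**Figure D2:**
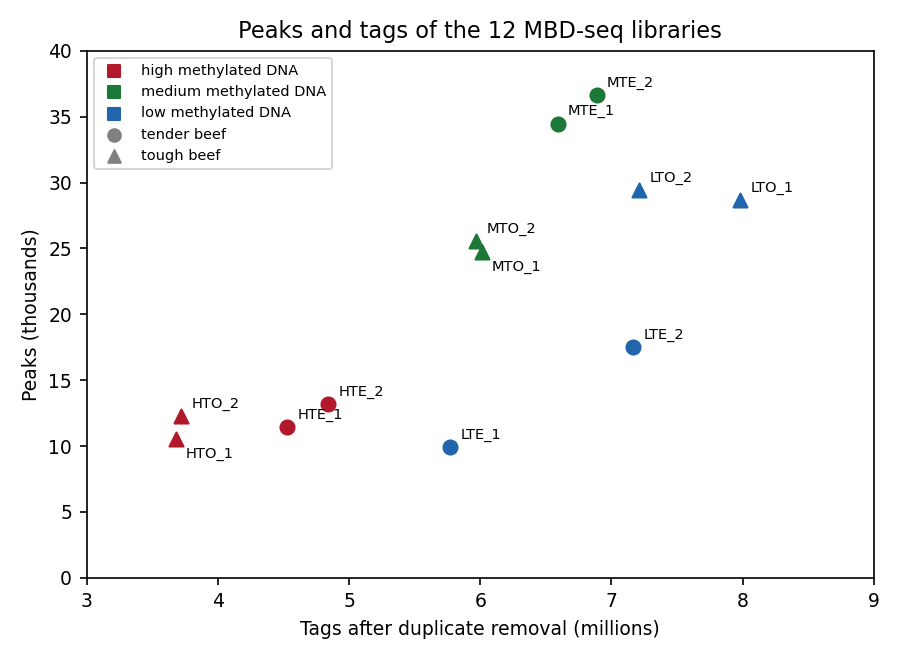
Number of peaks of each of the 12 libraries against the number of its tags left after duplicate removal (axis not from 0), with the methylation level in colour, tender beef as circles and tough beef as triangles. LTE_2 and LTO_2 have nearly the same number of tags, 7165381 and 7212507, and 17487 and 29418 peaks.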

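The numbers of peaks that the paper gives for MTE and LTO, 86678 and 122437, equal those of the deposited merged lists. In tender beef the medium methylated list was the longest and in tough beef the low methylated list, and this held with only the peaks of −log10 q of at least 3, of −log10 q of at least 5 or of fold enrichment of at least 3. The same order was seen in single libraries, where MTE_1 and MTE_2 had 34468 and 36663 peaks against 9944 and 17487 in LTE, and LTO_1 and LTO_2 had 28671 and 29418 against 24746 and 25571 in MTO. Relative to depth the order in tough beef was the opposite, with 4117 and 4284 peaks per 1000000 tags left after duplicate removal in MTO and 3592 and 4079 in LTO, a measure applied to the levels after the data were examined. In tender beef it stayed, with 5231 and 5324 in MTE and 1723 and 2440 in LTE. The merged lists rest on unequal depth, with 11269317 tags left in MTE, 11586162 in LTE, 9400764 in MTO and 13191401 in LTO. From the different level holding the most peaks in each kind of beef, the paper proposes distinct methylation patterns in tender and tough beef.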

**FIGURE 3:**
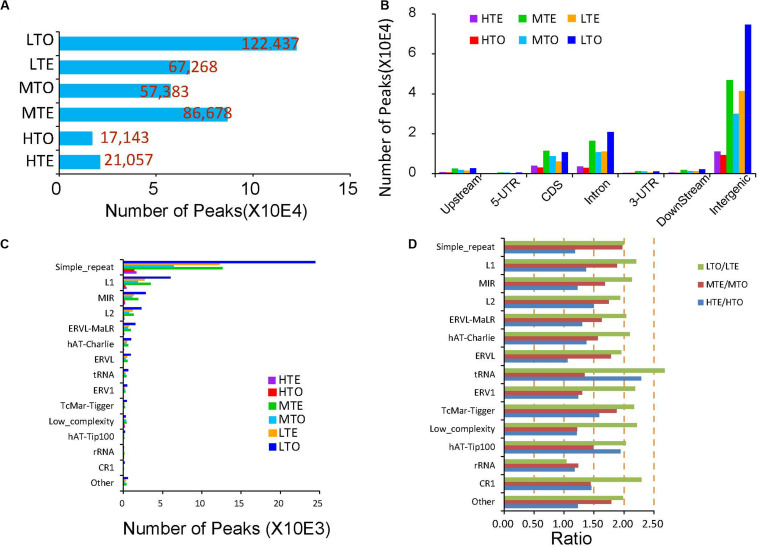
Peak distribution in the tender and tough beef. **(A)** Peak numbers in each elute. **(B)** Peak number distribution on gene elements. **(C)** Peak number distribution in repeat elements. **(D)** Comparison of peak numbers in repeat elements between tough and tender beef.

We further explored the distribution of peaks in the different components of the genes in the order of upstream 2 kb, 5′UTR, CDS, intron, 3′UTR, downstream 2 kb, and intergenic region. If a peak spans two components, it is only annotated in the prior one. The peak distribution analysis results showed that around 60% of the peaks are located in the intergenic regions. About 15% of peaks are distributed in the introns and CDS, respectively. The peaks in the upstream, 5′UTR, 3′UTR, and downstream are very scarce (Figure 3B). Besides, we refined the peaks distributed in the repeat elements and observed that more than 55% of peaks in the repeat elements are located in simple repeat and 14.01% and 7.23% of peaks in LINE/L1 and SINE/MIR, respectively. Peaks are seldom identified in the other repeat elements (Figure 3C). Then to precisely compare the peaks between the tender and tough we calculated the peak ratios in the repeat elements between the two kinds of beef. As shown in Figure 3D, in the low methylated zones, more than twofold peaks were observed in the tough in all repeat elements except rRNA with an opposite trend for the medium methylated zones. In the high methylation regions, peak numbers were more equalized between tender and tough groups except for tRNA and DNA/hAT-Tip100, *etc*.

### DNA Methylation Variations Between the Tender and Tough Beef

To explore the relationship between DNA methylation and beef tenderness, we identified differentially methylated regions (DMRs) between the tender and tough groups. A total of 7215 DMRs were identified in three methylated levels. 

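The DMRs of the paper rest on read counts per candidate region. From the peak lists, regions were compared by presence instead: overlapping peaks of the 4 libraries of a level were joined into regions, and a region was called group-specific when both libraries of one group and neither of the other had a peak in it. There were 922 such regions among 17423 in the high methylated DNA, 5493 among 51947 in the medium and 4999 among 51308 in the low. To see how many regions arise between replicates, the same count was made for the 2 ways of splitting the 4 libraries that put 1 tender and 1 tough library on each side. These crossed splits gave 969 and 644 regions at the high level, 2288 and 2382 at the medium level and 2001 and 1847 at the low level. At the high level the tender-tough number lay between those of the crossed splits, and at the medium and low levels by 2.31 and 2.50 times the larger crossed number. Taking the same number of peaks from each library of a level, by −log10 p, gave 821, 4326 and 1104 regions, or 1.2, 2.11 and 1.46 times the larger crossed number. Most regions of the low level, 64.8%, had a peak in only 1 of the 4 libraries.

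**Figure D3:**
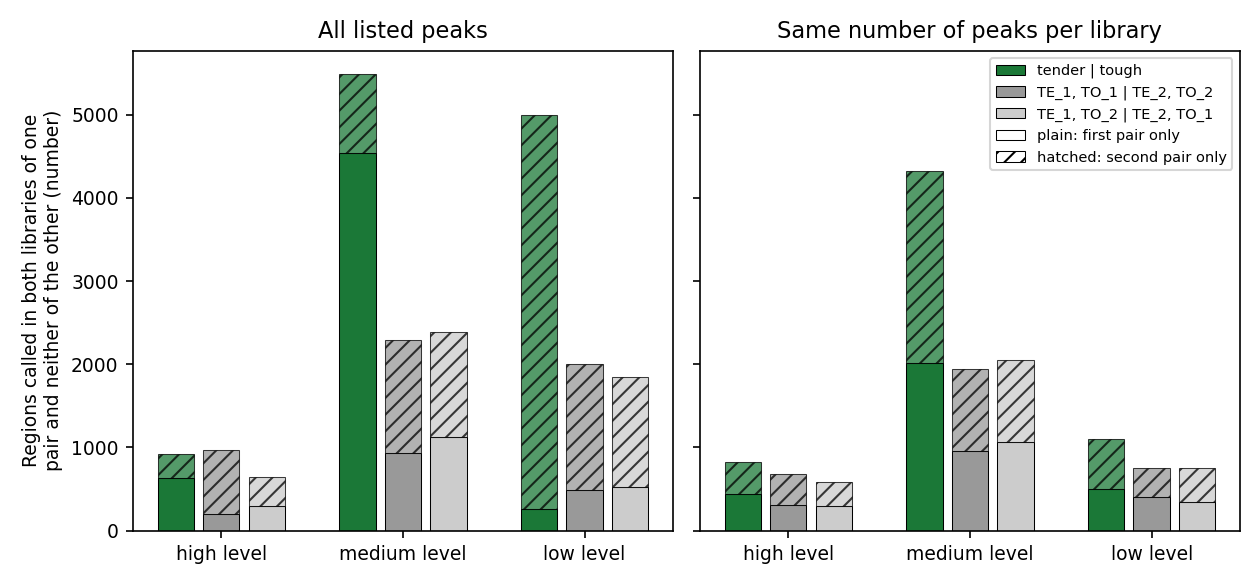
Number of regions with a peak in both libraries of one pair and neither of the other, for the tender-tough split and both crossed splits at each level, with all listed peaks (left) and the same number of peaks per library (right). Plain bars are regions of the first pair and hatched bars those of the second; at the medium level the tender-tough bar is the highest in both panels.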

In the high methylated regions, almost half of the 1090 DMRs were up-methylated in the tender beef compared with the tough beef; in the MTE 2531 DMRs were up-methylated and 683 DMRs were down-methylated; in the LTO much more down-methylated DMRs were identified in the tough beef (Figure 4A). 

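Of the group-specific regions of the high methylated DNA, 632 were tender-specific and 290 tough-specific, so 68.5% (Wilson 95% interval 65.5 to 71.5%) were tender-specific. In the medium methylated DNA 4540 were tender-specific and 953 tough-specific (82.7%, 81.6 to 83.6%), and in the low methylated DNA 257 and 4742 (5.14%, 4.56 to 5.79%). The intervals cover counting error only, and regions are not replicates. At each level the beef with more peaks per library on average had more specific regions, although HTO_2 had more peaks than HTE_1. The number of peaks and the beef cannot be told apart as the source of the direction. With the same number of peaks per library the tender-specific share was 53.2% at the high, 46.5% at the medium and 45.8% at the low level, a setting that brings both sides near balance by its construction. With a library left out, the share was 36.9 to 83.1% at the high, 64.5 to 87.8% at the medium and 2.77 to 51.2% at the low level, and it crossed 50% without HTO replicate 1 and without LTE replicate 1. Leaving out a library by construction raises the number of regions of its group, where the remaining library decides alone.
A region without a peak in a single library was often not without signal. A peak was present in the merged list of the other group for 61.1% of the tender-specific and 75.9% of the tough-specific regions at the high level, for 66.1% and 73.0% at the medium level, and for 77.4% and 59.8% at the low level. The same held for all 6 regions with the highest fold enrichment in the weaker of their 2 libraries. On bosTau8 the tender-specific ones among these lie on chromosome 15 from 65081511 to 65081926 (high level, fold enrichment 13.5 and 13.7 in the 2 replicates), on chromosome 24 from 11096587 to 11096816 (medium level, 14.0 and 15.8) and on chromosome 1 from 69958996 to 69959543 (low level, 9.26 and 10.3). The tough-specific ones lie on chromosome 2 from 88052236 to 88052472 (high level, 11.5 and 11.4), on chromosome 3 from 34956597 to 34956944 (medium level, 11.1 and 13.5) and on chromosome 6 from 62581414 to 62581696 (low level, 13.9 and 14.6). The genes at these positions were not analysed here.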

By separating the peak distribution on the gene components and the repeat elements, we observed more peaks harbored in the MTE for all gene components (upstream, 5′ UTR, exon, intron, 3′ UTR, downstream), while more peaks are enriched in the LTO in all repeat elements except simple repeat (Figures 4B,C).

**FIGURE 4:**
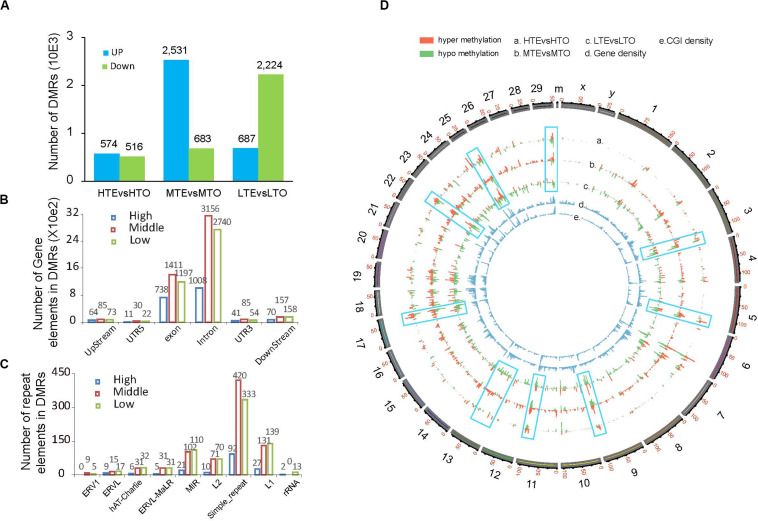
DMR distribution between the tender and tough beef. **(A)** Number of DMRs in each elute. **(B)** Number of DMRs in gene elements. **(C)** Number of DMRs in repeat elements. **(D)** Global DMR distribution on the whole chromosome.

To graphically demonstrate global DNA methylation variations between these two kinds of beef, a macroscopical display of DMRs along chromosomes was represented by a Circos histogram (Figure 4D), the inner two cycles represent CGI density and gene density respectively, and the outer cycle represents all chromosomes of a cow with scale at 1 Mb bins. We found that the high CGI density regions also predominately harbored more DMRs in the whole genome. Additionally, the methylation patterns on chromosomes were different among these three methylation levels. For example, in the low methylation level (circle c), DMRs on chromosome 13 were hypomethylated while they were hypermethylated in the medium level (circle b). In contrast, DNA methylation variation patterns between the low and high methylation levels on chromosome 17 were the opposite. Furthermore, in the low methylation level of chromosome 3, 9, 22, 29, DMRs were hypomethylated while methylation patterns were similar in the high and medium methylation levels. Thus, variations in DNA methylation exhibited by the different methylation levels may play distinct roles in beef tenderness.

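Group-specific regions were counted on each of the 30 chromosomes (1 to 29 and X). In the low methylated DNA tough-specific regions were the more numerous on all 30 chromosomes, and the tender-specific share ranged from 1.17 to 8.42%. In the medium methylated DNA tender-specific regions were the more numerous on all 30, with shares from 67.6 to 91.7%. In the high methylated DNA they were the more numerous on 28, the exceptions being chromosomes 12 and 10. The number of peaks behaved alike: on all 30 chromosomes every tough library had more peaks than every tender library at the low level and fewer at the medium level, whereas at the high level the 4 tender-tough pairs had mixed directions on 26. Each chromosome was then compared with all others by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 90 tests, a test that compares these libraries and takes regions as independent. Only 2 departed, both at the medium level, X with 73 tender-specific and 35 tough-specific regions (67.6% against 82.9% elsewhere, exact test, adjusted p = 0.0134) and 22 (adjusted p = 0.0145). By difference in share, the largest departures at the other levels, chromosome 12 in the high (exact test, adjusted p = 0.457) and in the low methylated DNA (adjusted p = 0.274), did not pass. By p the first at the high level was chromosome 6 (exact test, p = 0.0160, adjusted p = 0.287), named after its values were seen. At equal numbers of peaks per library, X stayed past the threshold at the medium level and 22 did not, and chromosomes 12 and 27 passed at the low level (exact test, adjusted p = 0.0119 and 0.0245), 27 being named after its values were seen.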

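On chromosome 13, the low methylated DNA had 12 tender-specific and 192 tough-specific regions, a tender-specific share of 5.88% (Wilson 95% interval 3.4 to 10%) against 5.11% on all other chromosomes. The medium methylated DNA had 175 tender-specific and 24 tough-specific regions, a share of 87.9% (82.7 to 91.8%) against 82.4% elsewhere. The chromosome did not depart from the others after adjustment (Fisher's exact test, adjusted p = 0.968 at the low and 0.438 at the medium level). Taking equally many peaks from each library brings the sides near balance by construction, so the direction means little under that setting. It gave 10 tender-specific and 27 tough-specific regions at the low level (27.0%, 15.4 to 43.0%, against 46.4% elsewhere). At the medium level it gave 90 and 74 (54.9%, 47.2 to 62.3%, against 46.2% elsewhere), an interval that includes an even split. Against the other chromosomes, the unadjusted p under that setting was 0.0278 at the low and 0.0310 at the medium level. The adjusted p was 0.277 at both levels (Fisher's exact test). The number of peaks on chromosome 13 was 302 and 583 in the LTE libraries, 1064 and 1040 in LTO, 1227 and 1282 in MTE, and 830 and 908 in MTO.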

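Chromosome 17 carried 7 tender-specific and 129 tough-specific regions in the low methylated DNA, a tender-specific share of 5.15% (Wilson 95% interval 2.52 to 10.2%). In the high methylated DNA there were 26 and 11, a share of 70.3% (54.2 to 82.5%). The shares on all other chromosomes were 5.14% and 68.4%, and chromosome 17 did not differ from them at either level (Fisher's exact test, adjusted p = 1.00 for both). The numbers of peaks at the high level overlapped between the groups, with 290 and 370 in HTE and 248 and 343 in HTO. When each library gave equally many peaks, the regions on this chromosome were split evenly at both levels, 17 tender-specific and 17 tough-specific in the low and 12 and 12 in the high methylated DNA, near the balance that this setting brings to the whole genome by construction.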

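The tender-specific share of group-specific regions in the low methylated DNA was 2.87% on chromosome 3 (6 of 209 regions were tender-specific), 3.87% on chromosome 9, 4.35% on chromosome 22 and 3.42% on chromosome 29. In the medium methylated DNA it was 83.5%, 75.7%, 91.7% and 85.3%, and in the high methylated DNA 77.5%, 69.7%, 74.3% and 68.6%. The high level rests on few regions, from 33 on chromosome 9 to 40 on chromosome 3, and its Wilson 95% intervals were correspondingly wide, for example 62.5 to 87.7% on chromosome 3. Among these, only chromosome 22 at the medium level, with 177 tender-specific and 16 tough-specific regions, departed from the other chromosomes by Fisher's exact test with all listed peaks, and it did not with equal numbers of peaks or in the merged lists. Chromosome 9 at the medium level (unadjusted p = 0.0198, adjusted p = 0.296, exact test) departed with a −log10 q of at least 5 (adjusted p = 0.0387). At equal numbers of peaks the share at the low level was 61.1% on chromosome 3, 37.2% on 9, 42.9% on 22 and 42.1% on 29. At the medium level it was 46.0% on chromosome 3, 35.4% on 9, 48.8% on 29 and 55.1% on 22, and at the high level 61.5%, 48.5% and 66.7% on 3, 29 and 22 and 55.2% on 9. Equal numbers bring the share of all chromosomes near balance by construction, so a side of 50% means little there. None of the 12 shares departed from that of the other chromosomes after adjustment (Fisher's exact test), the nearest being chromosome 9 at the medium level (46.9% elsewhere, adjusted p = 0.0845). From such differences between levels, the paper proposes that the methylation levels may play distinct roles in beef tenderness.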

### The Function Annotation of DMRs Between the Tender and Tough Beef

To explore more deeply the putative mechanisms and biological functions of these DMRs, we identified the DMRs underlying genes. Among these annotated genes, we identified more enrichments in ATP binding cassette subfamily and myosin-related genes, such as *ABCA1*, *ABCG1*, *ABCA7*, myosins, myosin heavy chains, myosin light chains, *etc*, which were reported to be involved in fatty acid metabolism and beef tenderness. We annotated these genes by GO term and KEGG pathway analysis. A total of 1242 genes are mapped to the unique Entrez Gene IDs in the high methylated regions, and 960 genes are mapped in the medium and 2154 in the LTO, respectively. The GO term results are interpreted to indicate that DNA methylation differences affect the different biological processes, cellular components, and molecular functions (Supplementary Figure S1). In the biological process, DMRs in the high methylated zones involved the generation of neurons, regulation of GTPase activity, *etc.*, and in the medium methylated zones, DMRs functioned in ion transport and anion transport, *etc.*, while in the low methylated zones DMRs played roles in ion transmembrane transport and generation of neurons, *etc*. The KEGG analysis results indicated that the most highly affected pathways for the high and low methylation regions were focal adhesion, Axon guidance, while regulation of actin cytoskeleton was the most important pathway in the medium methylation regions.

### The Relationship of DNA Methylation and Gene Expression in the Tender and Tough Beef

To examine the relationship between DNA methylation and gene activity in the variation of beef tenderness, we evaluated the relative gene expression rate of tender and tough groups using Agilent 4 × 44K bovine microarray. Subsequently, we combined gene expression data with the MBD-seq results. To visualize the relationship on the whole genome, we divided the genome into upstream, exon, intron, and downstream. And we grouped all genes into four categories according to their relative expression (high, medium, low, and silent) and plotted the distribution of DNA methylation in four parts of the genome for each expression category. The results confirmed that the density of methylation in the exons was higher than the introns, downstreams, and upstreams. Additionally, for these four expression categories, genes with lower expression exhibited a higher density of methylation in exons, indicating that the methylation level of exons negatively correlates with gene expression (Supplementary Figure S2).

Previous research found that methylation on the promoter of genes repressed gene expression. Thus, we plotted the scatter diagram to visualize the relationship of DNA methylation in the promoters and gene expression of these two kinds of beef. Although correlations are very low between gene expression and DNA methylation of the promoters as shown in Figure 5, some genes, such as *MYH8, UHRF1*, *LCT, ACVR1B*, *NAALAD2, PLA2G4A*, *BDKRB1*, and *ANTXR1* were identified to exhibit an inverse relationship between expression and methylation. Therefore, these genes may be used as biomarkers of DNA methylation regulating beef tenderness.

**FIGURE 5:**
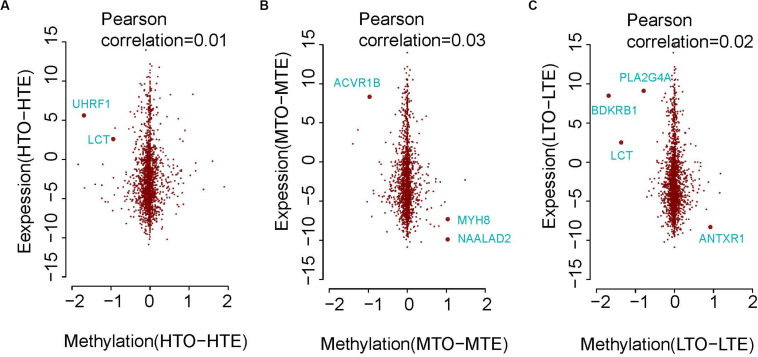
The relationship of methylation and gene expression between the tender and tough beef. **(A)** In high methylation regions. **(B)** In medium methylation regions. **(C)** In low methylation regions.

## Discussion

Tenderness is one of the most critical factors influencing beef palatability and consumers willingly pay a higher price for beef with guaranteed tenderness. Therefore, consumers’ sensory to beef tenderness is a crucial factor in making a purchase decision (Van Wezemael et al., 2014). Tenderness can be evaluated by sensory methods or instrumental methods. Neural methods assessed by expert panels or untrained consumers are time-consuming and expensive. Therefore, there have been many efforts to devise instrumental methods for determining beef tenderness. The most widely used and accepted method is the Warner–Bratzler method because of programming operation and objective results (Yancey et al., 2010). There is a moderate relationship between Warner–Bratzler shear and sensory assessment of beef tenderness (Destefanis et al., 2008; Wright et al., 2018).

Meat quality is a complex trait controlled by many factors, including genetics, epigenetics, and environments. DNA methylation has been reported to play essential roles in muscle biology. It represses transcription by blocking the binding of transcription factors and promoting the formation of an inactive compact chromatin structure (Picard et al., 2014). DNMT1, one of DNMT family members, is differentially expressed in the muscle of pigs with different fat contents, whereas DNMT3b is a known factor affecting beef quality traits (Zhang et al., 2014). It was reported that *MYF6* is highly expressed and hypermethylated in lean pigs compared to high-fat pigs (Nogalski et al., 2018). An SNP in the *ELOVL6* gene is associated with an increase in methylation and a decrease of its expression, which may result in the different fatty acid contents in muscle and backfat (Li and Durbin, 2010). Moreover, methylation on pectoral muscle tissues has a highly significant effect on muscle fiber density and drip loss in broilers (Farke et al., 2008). Methylation affected the expression of *FGF2* in the leg muscles of broiler, which is related to myoblast proliferation and meat quality (Anderson et al., 2012). Hypermethylation in the downregulation of *HK-2* and *PFKFB4* decreased glycolytic potential in the psoas major (Goncalves et al., 2018). Additionally, hypomethylation in the upregulation of miR-378 silences the expression of the target genes and promotes capillary biosynthesis in the muscle (Goncalves et al., 2018). Importantly, DNA methylation plays a role during myogenic differentiation. During differentiation of the myoblast global DNA methylation levels increase, and hypermethylation is associated with genes involved in muscle contraction processes (Miyata et al., 2015), and coordinately regulate genes during myogenic differentiation (Miyata et al., 2015; Laker and Ryall, 2016). Collectively, DNA methylation definitely involves in meat quality, and it could be a major epigenetic regulator of beef quality.

MBD-seq, compared to other methods, is a cost-effective way to evaluate DNA methylation on the whole genome. Its strategy is to reduce the complexity of the genome by enrichment of methylated DNA with MethylCap protein against 5-methylcytosine. But it likely produces a bias toward the high-CpG-dense regions because the highly methylated regions are preferentially captured. That was why we performed step-wise elution for the capture of the methylated DNA to stratify the genome into different methylated CpG fractions (Brinkman et al., 2010). DNA fragments with only a few methyl-CpGs are found in the low salt elution, while fragments containing many methyl-CpGs are only eluted at the high-salt. Step-wise elution facilitates the detection of differentially methylated regions not only within the highly CpG dense regions like CpG islands but also in the regions with lower CpG density such as non-CpG islands and other regions. Using this approach, we acquired high sequence coverage during sequencing. We analyzed the data of the high, medium, and low methylated regions, respectively, to assess DNA methylation variations between the tender and tough groups. In the present study, the exons had a much higher degree of methylation than the other regions, and around 60% of the peaks are located in the intergenic regions. Additionally, we observed that the methylation of exons correlates highly and negatively with the gene expression in beef. All these results support our hypothesis that DNA methylation is involved in beef tenderness variation.

In annotation corresponding to DMRs, the ATP binding cassette family is the most important gene sets. This family, also known as the ABC superfamily, encodes proteins that use ATP as an energy resource to transport substrates across the cell membranes. Its members are essential for many processes in the cell and are thought to participate in the absorption and secretion of endogenous and exogenous substances and muscle regeneration (Bunting, 2002). More than 100 ABC transporters are identified from prokaryotes to humans, of which, more than 30 have been reported in cattle. For example, the expression of *ABCB1* and *ABCG2* were detected in the rumen (Anders and Huber, 2010). Researches in cattle found that ABC transporters mainly function on lipid transport. *ABCA1*, *ABCG1*, and *ABCA7* are differentially expressed between the lactation and non-lactating stages, showing species-specific patterns in mammary tissue (Mani et al., 2010). The enhanced expression for *ABCA1* and decreased expression for *ABCA7*, *ABCG2* was observed in bovine mammary tissue during the dry period of lactation (Farke et al., 2008). The presence of *ABCAS*, *ABCA1*, and *ABCG1* are involved in muscle activity and mammary epithelial cells (Dean et al., 2001; Mani et al., 2011). However, very few reports on ABC transporters were related to beef quality. In our study, A total of 21 members of ATP binding cassette subfamily were identified as being differentially methylated between the tender and tough beef, and they include: *ABCA3*, *ABCA4, ABCA5, ABCA6, ABCA10, ABCA12, ABCA13, ABCB7, ABCB9, ABCB10, ABCC1, ABCC3, ABCC5, ABCC6, ABCC9, ABCD1, ABCD3, ABCD4, ABCF3, ABCG1, ABCG2*. Differential methylation of these ABC transporters may influence the extent of lipid transport and result in fatty acid metabolism of the *longissimus lumborum*, consistent with our previous results that fat contents of the tender and tough beef differ (Zhao et al., 2012b).

Importantly, myosin related genes were another ones differentially methylated between these two kinds of beef. Myosins are a superfamily of motor proteins known for their roles in muscle contraction. The structure and function of myosins are globally conserved across species. Some isoforms of myosins have specialized functions in certain cell types, such as muscle. Some researchers have linked myosins with meat tenderness (Goncalves et al., 2018). Myosin light chain 1 was reported as a potential indicator of proteolysis and tenderness of beef when it is released from myofibrillar fraction during postmortem aging (Anderson et al., 2012). And myosin heavy chain IIX was found inversely related to beef tenderness (Picard et al., 2014). Additionally, *MyHC-I*, *MyHC-IIa*, and *MyHC-IIx* exhibit different expression patterns across various locations of skeletal muscle, and expression levels are negatively related to beef tenderness (Zhang et al., 2014). These, however, are contrary to our previous results that *MYH3* and *MYH8* are positively associated with beef tenderness (Zhao et al., 2012b). Therefore, the relationships between MyHC and tenderness are variable, implying that other environmental or epigenetic factors may play roles in the regulation of MyHC and beef tenderness (Maltin et al., 2003; Chriki et al., 2012). Herein we observed myosin-related genes were differentially methylated between the tender and tough beef. They belong to three categories, namely myosins (*MYO5A, MYO10, MYO15A, MYO16, MYO18B, MYO19, MYO1B, MYO1C, MYO1D, MYO1F, MYO1G, MYO3B, MYO5B, MYO7A, MYO7B, MYO9B*), myosin heavy chains (*MYH10, MYH14, MYH6, MYH7B, MYH8, MYH9*), myosin light chains (*MYL3, MYLK, MYLK4*). *MYH8* was only found differentially methylated while distinctly expressed in the tender and tough beef. The other myosins were not differentially expressed, suggesting that DNA methylation effects may act upon more distal genes, therefore may be too subtle to detect using our approach, or other mechanisms may be involved in.

Many factors influence beef quality and tenderness, such as breeds, production style, sex, slaughtering age, welfare before slaughter, and other environmental impacts, including temperature, humidity, management, nutrition, *etc*. Even in the same animal, meat quality varies among different parts of the carcass. Additionally, postmortem factors, affecting the conversion of muscle to meat, also contribute to the variation of beef tenderness (Maltin et al., 2003; Hocquette et al., 2012; Bonny et al., 2018). Our study was conducted using steers of Angus from one cut of *longissimus lumborum* only. Therefore, further research needs to be conducted to explore the biological effects of epigenetic factors regulating beef quality and tenderness.

## Conclusion

In this study, we report the DNA methylome profiling in divergent tenderness of beef. We found that methylations were mainly observed on the intron and exon of genes. Differential patterns of DMRs were identified between the tender and tough beef. Based on the selected DMRs, ATP binding cassette subfamily and myosin-related genes were highly methylated gene sets. Generation of neurons, GTPase activity, ion transport, and anion transport were the most profoundly affected pathways related to beef tenderness. Meanwhile, we also explored the relationship between DNA methylation and gene expression, implying that *MYH8, NAALAD2, PLA2G4A, UHRF1* were the most likely candidate biomarkers for beef tenderness. Overall, this first study of DNA methylome on beef tenderness may provide more in-depth insight into the mechanisms regulating meat quality, which will help us develop new strategies of beef genetics and breeding.

## Data Availability Statement

The datasets generated for this study can be found in The Angus cattle methylome data have been deposited into the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127215).

## Ethics Statement

The animal study was reviewed and approved by the University of Maryland Institutional Animal Care and Use Committee (Protocol # R-07-05). Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

JS conceived and designed the experiments. CZ, YL, JS, and FT performed the experiments. GJ and JC analyzed the data. CZ, GJ, JC, RB, LZ, and JS wrote the manuscript. All the authors contributed to the article and approved the submitted version.

## Conflict of Interest

GJ was employed by the company Shenzhen GenDo, Co., Ltd.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

HTO: high methylated-DNA from tough beef
LTE: low methylated-DNA from tender beef
LTO: low methylated-DNA from tough beef
MTE: medially methylated-DNA from tender beef
MTO: medially methylated-DNA from tough beef
HTE: high methylated-DNA from tender beef.

# Supplementary material for: The Profiling of DNA Methylation and Its Regulation on Divergent Tenderness in Angus Beef Cattle
**Source:** Front Genet. 2020 Aug 26;11:939. doi: 10.3389/fgene.2020.00939
**Supplement:** Supplementary file 1

## **The Profiling of DNA Methylation and its Regulation on Divergent Tenderness in Angus Beef Cattle**

Chunping Zhao<sup>1,2</sup>, Guanyu Ji<sup>3</sup>, José A. Carrillo<sup>2</sup>, Yaokun Li<sup>1,2</sup>, Fei Tian<sup>2</sup>, Ransom L. Baldwin, VI<sup>4</sup>, Linsen Zan<sup>1</sup> and Jiuzhou Song<sup>2\*</sup>

### Supplementary information

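Table S1 lists, for each elution of each animal, the reads sequenced, the reads mapped and their ratio. The mapped reads include duplicates, that is, tags with the same position and strand, of which MACS2 kept 1. The share of mapped tags left after this step differed widely between libraries. It was 50.1% and 50.6% in HTE, 41.5% and 47.7% in HTO, 55.4% and 54.5% in MTE, 40.1% and 44.4% in MTO, 70.7% and 59.5% in LTE, and 57.3% and 57.2% in LTO. The order of the libraries by mapped reads is therefore not their order by the tags that entered peak calling. The fragment length that MACS2 estimated from the tags, 179 to 203 bp in the high, 146 to 175 bp in the medium and 146 to 165 bp in the low methylated DNA, also sets the width over which tags were piled up.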

Table S1: Summary of reads of MBD-seq and alignments to the reference genome for the 12 elutes.

| Sample       | Raw Reads   | Raw data(GB) | Mapped reads | Map rate (%) | Total mapped reads |
|--------------|-------------|--------------|--------------|--------------|--------------------|
| HTE_1        | 9,985,933   | 0.50         | 9,031,429    | 90.44        | 35,257,025         |
| HTE_2        | 10,373,992  | 0.52         | 9,575,629    | 92.30        |                    |
| HTO_1        | 9,558,150   | 0.48         | 8,854,114    | 92.63        |                    |
| HTO_2        | 8,451,362   | 0.42         | 7,795,853    | 92.24        |                    |
| MTE_1        | 12,792,217  | 0.64         | 11,889,327   | 92.94        | 52,946,431         |
| MTE_2        | 14,198,567  | 0.71         | 12,635,437   | 88.99        |                    |
| MTO_1        | 15,927,645  | 0.80         | 14,981,895   | 94.06        |                    |
| MTO_2        | 14,210,830  | 0.71         | 13,439,772   | 94.57        |                    |
| LTE_1        | 9,403,974   | 0.47         | 8,162,432    | 86.80        | 46,738,093         |
| LTE_2        | 13,201,186  | 0.66         | 12,051,816   | 91.29        |                    |
| LTO_1        | 14,726,751  | 0.74         | 13,916,976   | 94.50        |                    |
| LTO_2        | 13,441,211  | 0.67         | 12,606,869   | 93.79        |                    |
| <b>Total</b> | 146,271,818 | 7.31         | 134,941,549  | 92.25        | 134,941,549        |

**HTE:** High concentration salt eluted methylated-DNA from **tender** beef

**HTO:** High concentration salt eluted methylated-DNA from **tough** beef

**MTE:** Medium concentration salt eluted methylated-DNA from **tender** beef

**MTO:** Medium concentration salt eluted methylated-DNA from **tough** beef

**LTE:** Low concentration salt eluted methylated-DNA from **tender** beef

**LTO:** Low concentration salt eluted methylated-DNA from **tough** beef

Table S2: Summary of mapped reads for the tender and tough beef

| <b>Tender</b> | <b>Mapped reads</b> | <b>Tough</b> | <b>Mapped reads</b> |
|---------------|---------------------|--------------|---------------------|
| <b>HTE_1</b>  | 9,031,429           | <b>HTO_1</b> | 8,854,114           |
| <b>HTE_2</b>  | 9,575,629           | <b>HTO_2</b> | 7,795,853           |
| <b>MTE_1</b>  | 11,889,327          | <b>MTO_1</b> | 14,981,895          |
| <b>MTE_2</b>  | 12,635,437          | <b>MTO_2</b> | 13,439,772          |
| <b>LTE_1</b>  | 8,162,432           | <b>LTO_1</b> | 13,916,976          |
| <b>LTE_2</b>  | 12,051,816          | <b>LTO_2</b> | 12,606,869          |
| <b>Total</b>  | 63,346,070          | <b>Total</b> | 71,595,479          |

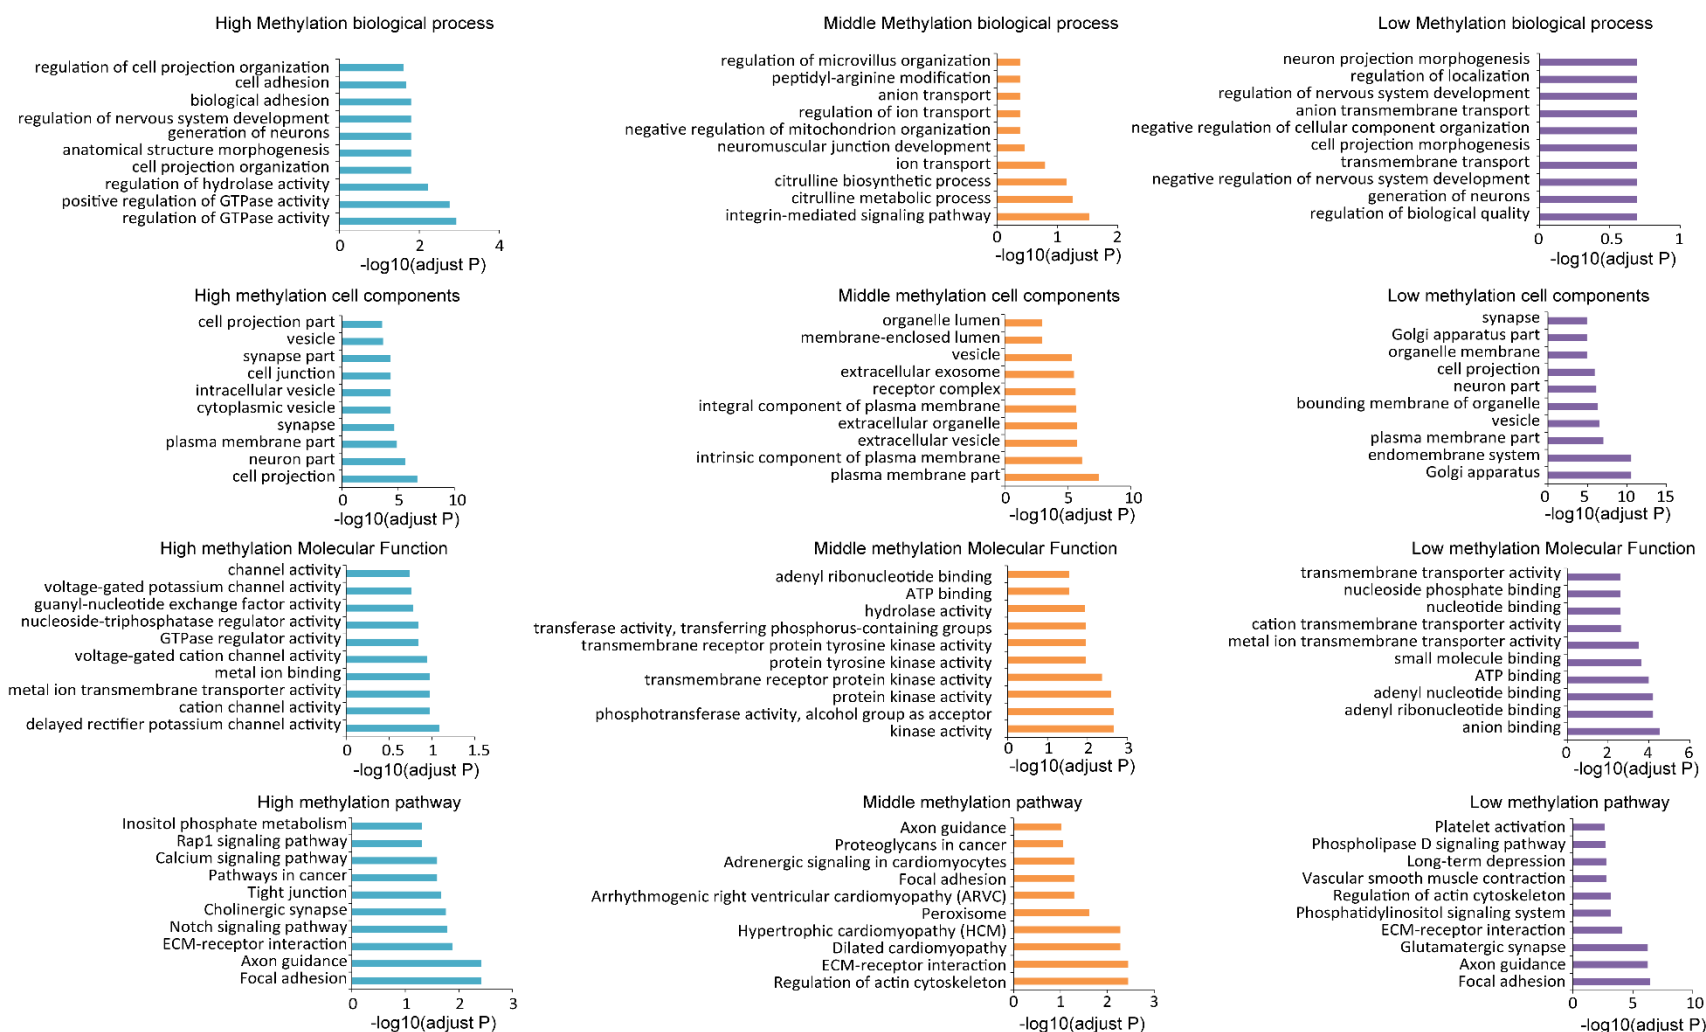

FigureS1: GO term analysis and KEGG analysis results. The first line showed the results from high methylation regions; the second line for medium methylation regions and the third line for low methylation regions. BP: biological process; CC: cellular component; MF: molecular function.

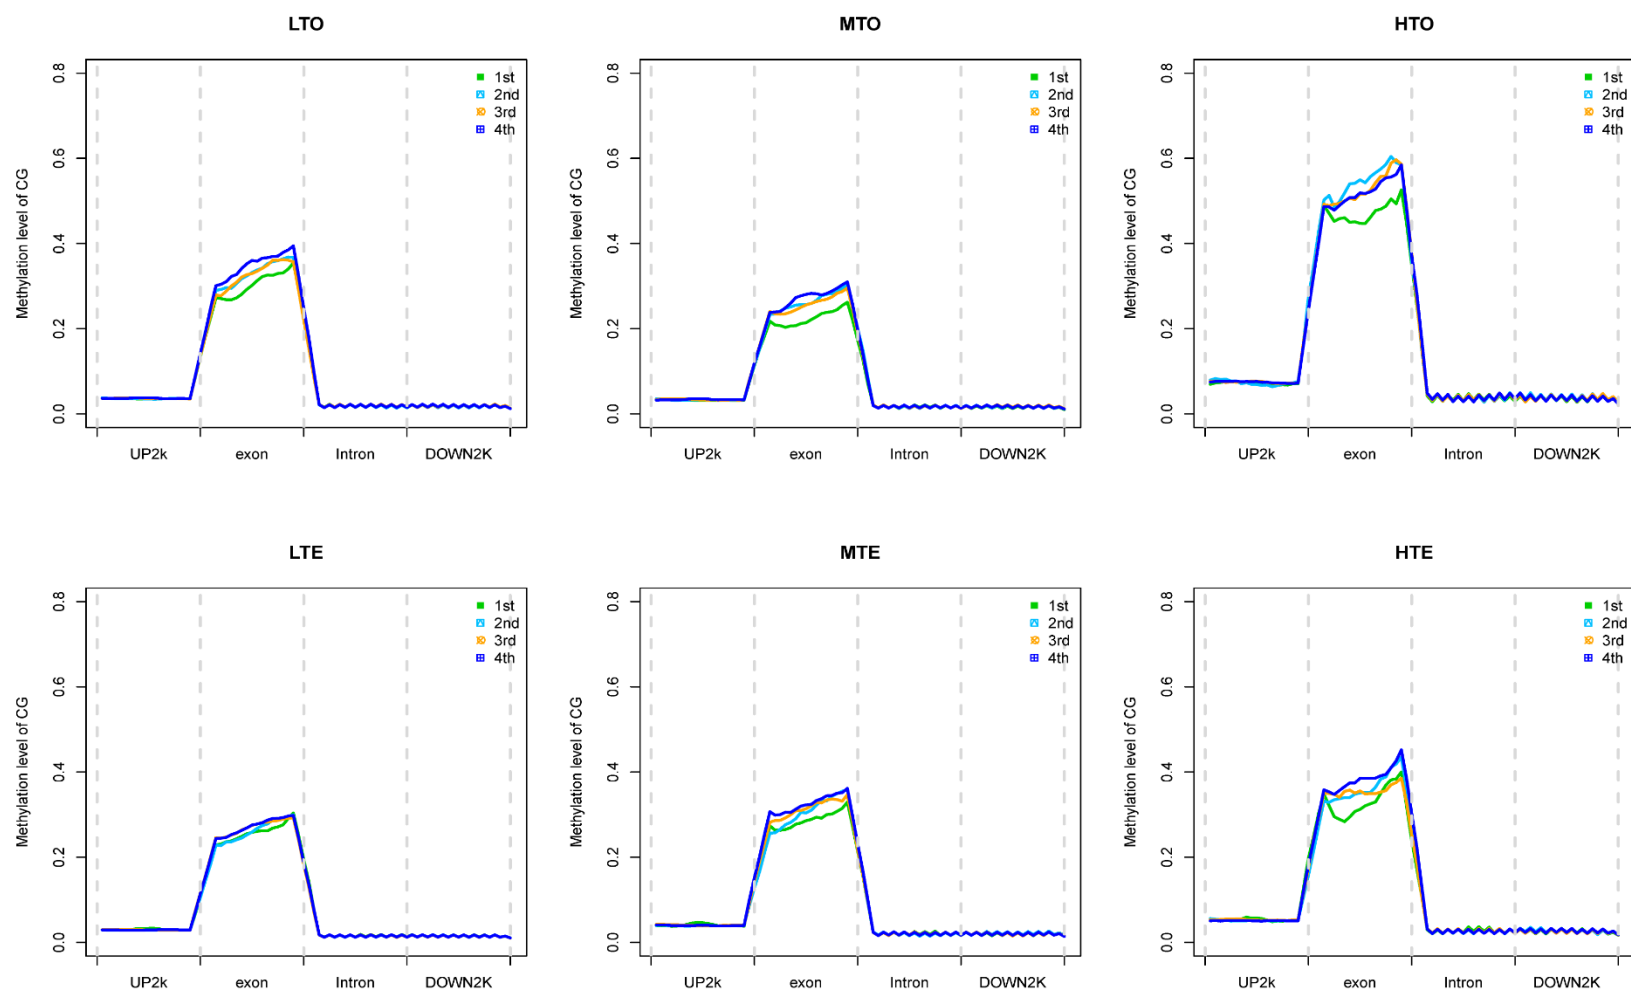

Figure S2: The methylation level of genes in four expression classes.

How the deposited data were processed for this re-analysis (not part of the article)

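DNA of longissimus muscle from 2 tender and 2 tough Angus animals was captured by MBD-seq and eluted in 3 steps, which gave 12 libraries in 6 conditions, each condition with 2 replicates. The authors cleaned the reads with SOAPnuke, aligned them to bosTau8 with BWA and kept uniquely mapped reads, and they called peaks with MACS2 without an input library, at a q-value of 0.01, with at most 1 tag per position and a regional background of 10000 bp. Single libraries were called with MACS2 2.1.1.20160309 and an effective genome size of 2600000000 bp, and the merged replicates with MACS2 2.1.0.20150731 and 2660939081 bp. The version of BWA is not given in the sources used here.

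The deposited lists give each peak's position, its pileup, a signal of tags at the summit that the authors did not divide by library size, its fold enrichment, a ratio to the local background computed by the authors' MACS2 run, and the −log10 of its p-value and q-value, also the authors' values. No peak of a single library had a −log10 q under 2. These values belong to a peak within its own list, and they were used only to describe, filter and rank peaks inside a list. Peaks were already called per library and on merged replicates by the authors, so a difference in depth between libraries is part of the lists. Tags per library before and after duplicate removal were read from the list headers.

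From the lists, the following were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the overlap code was checked against bedtools 2.31.1. Peaks with 1 bp or more in common counted as shared. The Jaccard index was taken over base pairs. Group-specific regions were regions with a peak in both libraries of one group and neither of the other, at one methylation level, and were set beside the same count for both other splits of the 4 libraries. Numbers of peaks and tags were compared by two-sided exact permutation tests, on the log2 scale for peaks. Shares of peaks or regions were given with Wilson intervals at the 95% level, which cover counting error only. Chromosomes were compared by two-sided Fisher's exact tests over 30 chromosomes and 3 levels with Benjamini-Hochberg adjustment and a threshold of 0.05. The overlap between levels was set beside 100 seeded random placements of the peaks on their own chromosomes. The code for group-specific regions was tested on simulated data made from the 24746 peaks of MTO_1: all 200 planted tender-specific and all 200 planted tough-specific regions were recovered, the chromosome with planted regions was called along with 1 other, and 1 of 50 simulations without a planted chromosome gave a call. Planted regions had identical edges in both libraries of their group, so correct code recovers them by construction. The simulated libraries were drawn from a single list, at a single level and with similar lengths. They check the code and do not measure error rates in the real lists.

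The depth was 3677473 to 7981292 tags per library after duplicate removal. With 2 animals per group, an exact permutation test within a level cannot go below p = 0.33. The high libraries lie apart from the others in depth, and the medium and low libraries overlap. A correlation of depth with the number of peaks over the 12 libraries would mix the difference between the levels with that within them, and none was computed. The Methods describe serial elution of each capture and do not say that replicate numbers match between eluates. Libraries of different levels with the same beef and replicate number were taken to come from one animal, and levels were also compared in these pairs. As a check of this pairing, the difference between replicate 1 and replicate 2 in the share of peaks per chromosome was correlated between levels over 30 chromosomes. The correlation was 0.65 for high and medium and 0.23 for high and low in tough beef, 0.41 for high and low in tender beef, and between -0.15 and -0.01 for the other level pairs. Replicate numbers of tender and tough beef name different animals, and across regions the deviations of same-numbered libraries were uncorrelated (0.03 at the high, -0.01 at the medium and 0.01 at the low level).

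The alternatives fixed before the data were examined were −log10 q of at least 3 and of at least 5, fold enrichment of at least 3, chromosomes without the mitochondrial genome, overlap of at least 50% of the shorter peak, peaks up to 500 bp apart joined, the same number of peaks per library, covered base pairs, peaks per tag, the merged lists, each replicate left out and replicates paired. Added later were the same number of peaks from all 12 libraries and, between levels, the peaks per tag and the paired comparison of tags and covered length. Chromosomes named are those the paper names and, for each level, the one with the largest difference in share from the others. Chromosomes 6, 10 and 27 are outside this rule and were named after their values were seen. Regions named are, for each level and group, the one whose lower fold enrichment over its 2 libraries was highest. Gene components, CpG islands, CpG density, repeats, gene families, single genes, read counts per region, the DESeq test and gene expression were not analysed here, since no genome or annotation of bosTau8 and no read counts were used.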

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

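The order of tags and peaks over 12 pairs and the peaks per tag were planned; the tests of the mapped reads at the medium level, of the change expected from tags and of the mapped reads of LTE_1 were chosen after the results were seen.

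The difference in the number of peaks between tough and tender beef was opposite at the medium and low levels. On the log2 scale, tough minus tender was -0.50 at the medium and 1.14 at the low level, and the difference between both levels was 1.64. At the medium level every tough library had fewer peaks than every tender library, and at the low level every tough library had more. An exact permutation test over the labels tender and tough of the 4 animals gives p = 0.33, the smallest that this design allows, so the difference is not shown beyond chance. The number of mapped reads argues the other way at the medium level, where in 0 of 4 tender-tough pairs the library with more mapped reads had more peaks. The tags left after duplicate removal remain open. In 11 of 12 tender-tough pairs over all levels the library with more tags had more peaks, with tough minus tender at -0.34, -0.17 and 0.23 (log2) in tags at the high, medium and low levels. Against this stand the sizes: the difference in tags was largest at the high level, where the number of peaks differed least (-0.11), and LTE_2 and LTO_2, whose tags differ by 0.658%, had 17487 and 29418 peaks. Counted per tag, the log2 ratio was -0.33 at the medium and 0.90 at the low level. From the rise in peaks on merging replicates, the change expected from tags was -0.36 to -0.29 at the high, -0.31 to -0.29 at the medium and 0.61 to 0.63 at the low level, short of the observed difference at the medium and low levels and beyond it at the high level. That expectation has no measured spread and rests on merged lists called with another MACS2 version and genome size, so it does not exclude tags. The number of tags and the group cannot be told apart with 2 animals each, and a difference in methylation between the animals stays open as untested.

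LTE_1 kept 70.7% of its mapped tags after duplicate removal, and the other low libraries kept 57.2 to 59.5%. The gap to the nearest, divided by the range of the 4 libraries, was 0.834, above Dixon's 95% critical value of 0.830. Among 30 groups tested in this way it was the only one to pass, and chance alone passes about 1 in 20 groups. A candidate explanation is that LTE_1 had the fewest mapped reads of the low libraries (8162432), which leaves fewer duplicates. In 4 of the 6 replicate pairs the library with fewer mapped reads kept the higher share, and in HTE and LTO it did not, so 6 pairs do not decide it. LTE_1 also has the fewest peaks of all 12 libraries (9944), and at the low level the numbers of peaks and the number and direction of group-specific regions are given with and without it, the other results only with it.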

How the results depend on the processing

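The alternatives were set before the data were examined, except the same number of peaks from all 12 libraries and, between levels, the peaks per tag and the paired comparison of tags and covered length, which were added afterwards.

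The numbers of peaks in the 6 merged lists stayed within 1.5 times their value under a −log10 q of at least 3, a fold enrichment of at least 3 and without the mitochondrial genome. Under a −log10 q of at least 5, LTE fell to 41452 peaks from 67268, and the medium level then held more peaks in total (133075) than the low level (130035), where the deposited lists hold 144061 and 189705. The order of tender and tough beef within each level held under all 4 of these settings.

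The difference in the number of peaks between tough and tender beef kept its direction at the medium and low levels under every alternative run. At the high level it reversed when peaks were counted per tag after filtering (log2 ratio of 0.23 against -0.11); the tough libraries have fewer tags there. Leaving out each library in turn gave -0.22 to -0.002 at the high, -0.54 to -0.45 at the medium and 0.73 to 1.55 at the low level. With the replicate number as a block (paired), the log2 ratios were -0.11, -0.50 and 1.14 as without it, with p = 0.50 from an exact sign-flip test over 2 pairs, the smallest it allows; tender and tough libraries share only a number, so no animal is behind this pairing. Replicate 2 had more peaks than replicate 1 in 6 of 6 conditions and more tags in 4 of 6, and whether the number marks a batch is not known.

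Between levels, the medium libraries exceeded the high ones under all unpaired settings, with 1.24 to 1.43 on the log2 scale when each library was left out. Paired by beef and replicate number (as a block), the value was 1.34 with p = 0.125 (exact sign-flip test), the smallest 4 pairs allow, so the paired design by its size cannot pass the threshold; no other call in the number of peaks changed under it. The same pairing, added after the data were examined, left the medium above the high libraries by 4422352 mapped tags, 2171754 tags after filtering and 4.14 Mb under peaks, in 4 of 4 pairs each, also with p = 0.125 (exact sign-flip test). Low against medium, mapped tags were lower in 4 of 4 pairs (p = 0.125), tags after filtering higher in 3 of 4 (p = 0.375) and Mb under peaks lower in 3 of 4 (p = 0.25, exact sign-flip tests). The low against high comparison ranged from 0.53 to 1.05 with a library left out, and passed the threshold only without LTE replicate 1 (1.05, exact permutation test, p = 0.0286). The low against medium comparison ranged from -0.81 to -0.29 with a library left out and did not pass. Counted per tag, an alternative added after the data were examined, low against high reversed to -0.021 (exact permutation test, p = 0.943), and low against medium was -0.75 and passed (exact permutation test, p = 0.0286).

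The mean share of replicate peaks in the merged list moved to 96.8% with a fold enrichment of at least 3. With the same number of peaks per library, the excess of the Jaccard index of replicates over tender-tough pairs fell to 0.023 at the low level. At the high level it rose from 0.0053 to 0.010, within the spread of the pairs, and the real pairing went from rank 2 to rank 1 of 3. With the same number from all 12 libraries, the excess of LTO over LTE in the index with the medium libraries fell from 0.076 to 0.042, and that of MTO over MTE with the high libraries was 0.077.

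The number of group-specific regions was 8783 at the high, 51310 at the medium and 103874 at the low level when peaks of one merged list without a peak in the other were counted, a rule without replicates. Equal numbers of peaks per library brought the low level down to 1104. Leaving out a library drops a requirement and raised the numbers to between 2386 and 3100 at the high, 10519 and 14458 at the medium and 8994 and 18444 at the low level. Without LTE replicate 1 the low level had 11186 regions.

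The tender-specific share of these regions depended on the processing. At the high level it was 75.9% with a −log10 q of at least 5, 64.0% with a fold enrichment of at least 3, 53.2% with the same number of peaks, 72.1% with the merged lists, and 36.9 to 83.1% with a library left out, the 36.9% without HTO replicate 1 being a reversal. At the medium level it was 85.3% with peaks up to 500 bp apart joined, 78.1% with the merged lists, 64.5 to 87.8% with a library left out, and reversed to 46.5% with the same number of peaks. At the low level it was 5.87% with a fold enrichment of at least 3, 45.8% with the same number of peaks, 23.1% with the merged lists and 2.77 to 51.2% with a library left out, the 51.2% without LTE replicate 1 being a reversal. The same number of peaks brings the sides near balance by construction, and a left-out library leaves the other to decide alone for its group. Regions that changed alike in both pairs of same-numbered libraries are by definition the group-specific ones, so the block gave 68.5%, 82.7% and 5.14% again.

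The chromosomes called numbered 2 of 90 in the deposited lists, 3 with a −log10 q of at least 5, 3 with the same number of peaks and 0 with the merged lists, where 2, 4 and 5 chromosomes had an unadjusted Fisher's exact p under 0.05 at the high, medium and low levels. Of the 24 named pairs of chromosome and level, 6 whose interval excluded 50% came to lie on its other side, all with the same number of peaks, which moves all chromosomes toward balance by construction: 46.0% on chromosome 3, 35.4% on 9, 48.8% on 29 and 26.6% on X at the medium level, 61.1% on chromosome 3 at the low level and 48.5% on 29 at the high level. Of those whose interval includes 50%, chromosome 13 at the high level crossed it with the same number of peaks (34.8%), and chromosome 12 at the high level with a −log10 q of at least 5 (64.7%) and with the merged lists (74.2%). Against the other chromosomes, X at the medium level kept its direction (26.6% against 47.0%, and 67.6% against 82.9% with all listed peaks). The 6 named regions stayed group-specific under the 6 other alternatives run and in none under the merged lists. Except for the joining of peaks, those 6 alternatives only remove peaks, and the regions had been picked for high fold enrichment. That they stayed group-specific there was therefore nearly fixed in advance.

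The share of peaks of one merged list overlapped by another level fell beyond its counting interval under 3 settings, by most with a −log10 q of at least 5 in the lists compared with LTE. With at least 50% of the shorter peak it was 93.4% (HTE in MTE), 38.4% (MTE in LTE), 48.1% (HTE in LTE), 95.2% (HTO in MTO), 66.4% (MTO in LTO) and 72.4% (HTO in LTO). With a −log10 q of at least 5 it was 93.4%, 29.1%, 42.0%, 95.1%, 59.9% and 68.5% in the same order, and with a fold enrichment of at least 3 it was 91.9%, 36.9%, 42.5%, 93.0%, 65.8% and 67.9%. With a −log10 q of at least 3, MTE in LTE was 38.9% and MTO in LTO 67.4%, and the other 4 shares stayed inside their interval. The cause was not tested. In 7 of the 12 tender-tough pairs the library with more mapped reads of Table S1 had more peaks, against 11 with tags after filtering.

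The alternatives for gene components, CpG density, gene families and the genome in bins were not run, since no genome or annotation of bosTau8 was used.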

Differences from the paper's values

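No value that the paper states in its text or in Table S1 for a measure computed here differed by more than 1.5 times. The mapped reads per level, per group and per library, the share of reads mapped (92.3%) and the numbers of peaks in MTE and LTO were equal to the paper's, and the numbers of peaks printed in Fig. 3A match those of the merged lists.

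The paper ranks the low methylated DNA first in the number of peaks. In the merged lists it is, with 189705 peaks against 144061 in the medium and 38200 in the high methylated DNA. In the single libraries the medium level had more peaks on average, 30362 ± 6084 against 21380 ± 9376 (SD, n = 4), and with a −log10 q of at least 5 the medium level also held more in the merged lists.

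From the mapped reads of the levels, the paper proposes that a larger part of the genome is moderately methylated. In tags left after duplicate removal the low level ranked first, with 28129591 against 25456137 at the medium level, while the length under peaks per library was greater at the medium level, with 8.26 Mb against 5.45 Mb. In the merged lists that length was 21.2 Mb in MTE and 16.2 Mb in MTO, and 13.8 Mb in LTE and 26.8 Mb in LTO, so that the low level covered more in total. For tender and tough beef, tough had more mapped reads and tender more tags left, 35781817 against 34573033.

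The paper describes the replicates as the closest pairs in its clustering of read density in CGIs and promoters. In peak sets over the genome, a different measure, 9 of the 12 libraries were closest to their own replicate. HTO_1 was closest to HTE_1, HTO_2 to HTE_2 and LTO_2 to MTE_1. With the 9944 strongest peaks of every library, chosen after the data were examined, it was 10 of the 12, and HTO_2 was closest to HTE_2 and LTO_2 to LTE_2.

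The paper has nearly equal numbers of DMRs in both directions in the high methylated DNA. Among group-specific regions, another measure, 68.5% were tender-specific there, and 53.2% with the same number of peaks per library, set before the data were examined. At the medium level the direction was that of the paper with all listed peaks. At the low level it was too if the down-methylated DMRs of the paper are read as lower in tender than in tough beef, which its wording leaves open.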

Other observations

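The tests of explanations in this part were chosen after the results were seen; the counts for the crossed splits, the overlaps between levels and the same number of peaks within a level were planned.

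At the medium and low levels, more regions separated tender from tough beef than separated the crossed pairs of libraries. At the high level this was not so with all listed peaks (922 against 969 and 644). With the same number of peaks per library, the tender-tough number was 2.11 times the larger crossed number at the medium level and 1.46 times at the low level, so the number of peaks called does not account for all of it. With all listed peaks the ratio was 2.50 at the low and 2.31 at the medium level, so it fell more at the low level. Equal numbers also keep only the strongest peaks of the longer lists. How much of the fall is due to the number called therefore cannot be told. With equal numbers the ratio at the high level was 1.2, with crossed numbers of 687 and 586 that differ between themselves by nearly as much, and it stays open. With 3 splits of 4 libraries, chance cannot be excluded at any level. The direction of these regions is another matter: at the low level 5.14% were tender-specific with all listed peaks and 45.8% with equal numbers, and since equal numbers force the sides near balance, the number of peaks and the beef cannot be told apart as the source of the direction.

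The medium eluate of tough beef resembled the high eluate more than that of tender beef did. With the 9944 strongest peaks of each library, the lowest Jaccard index of MTO with a high library exceeded the highest of MTE by 0.052, so the number of peaks called is not the cause. Equal numbers leave the width of the peaks unequal, and width enters an index over base pairs. Width was not tested as a cause and stays open. The fragment length estimated by MACS2 also lay nearer to the high libraries in MTO than in MTE. It was 162 and 175 bp in MTO, 157 and 146 bp in MTE and 179 to 203 bp in the high libraries. The median peak width did too. It was 230 and 243 bp in MTO, 214 and 201 bp in MTE and 263 to 282 bp in the high libraries. The share of mapped tags kept did not plainly do so, since MTO_1 lay below all high libraries. It was 40.1 and 44.4% in MTO, 55.4 and 54.5% in MTE and 41.5 to 50.6% in the high libraries. The low eluate of tough beef was likewise closer to the medium libraries, its lowest index exceeding the highest of LTE by 0.016. A hypothesis that covers both is that the elution steps fell at a different point of the salt series in the tough than in the tender preparations, so that each eluate holds somewhat more methylated DNA in tough beef. The low eluates do not show it in length: the fragment length was 165 and 146 bp in LTO and 155 and 147 bp in LTE, and the median peak width 202 and 181 bp in LTO and 211 and 184 bp in LTE. The hypothesis predicts the order of the indices, but preparation and beef coincide in these 4 animals and cannot be told apart. If it holds, a region could move from one eluate to the next without a change in its methylation. Against a simple exchange, only 7.16% of the tender-specific regions of the medium level overlapped a tough-specific region of the low level, which is the share for all regions of the medium level (7.22%).

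Chromosome X departed from the others at the medium level in the lists of single libraries, and not in the merged lists (77.3% tender-specific, Fisher's exact test, adjusted p = 0.884). X held 2.62 and 2.65% of the peaks in the MTE libraries and 3.09 and 3.02% in MTO. At equal numbers of peaks per library there were 29 tender-specific and 80 tough-specific regions on X, an adjusted p of 0.00207 (Fisher's exact test), so the number of peaks called is not the cause. Regions of one chromosome are not independent, which could make the p too small. The crossed splits gave no call on any chromosome. With MTE_1 and MTO_1 against MTE_2 and MTO_2, the share of the first pair on X was 58.9% against 40.6% elsewhere (Fisher's exact test, p = 0.0084, adjusted p = 0.247). In the other crossed split it was 54.8% against 47.0%. X thus also differed, short of the threshold, in a split that is not tender against tough, and 2 splits are too few to decide. Chromosomes 12 and 27 were called at the low level only with equal numbers (adjusted p of 0.0119 and 0.0245); 27 was picked after its values were seen.

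Some bins of 1 Mb were dense in peaks in every list. Of the 20 densest bins of each of the 6 merged lists, 6 were common to all, among them chromosome 27 from 28000001 to 29000000, with 271 peaks in HTE where the median occupied bin had 4. In HTE the densest 20 bins held 10.3% of the peaks, with a median pileup of 155 against 18 elsewhere and a median fold enrichment of 3.04 against 6.94, and in all 6 lists the pileup was higher and the fold enrichment lower in the dense bins. This is consistent with a raised local background, such as copies of a repeat that the assembly holds once, but many true peaks close together also raise the background that MACS2 takes from their surroundings, and without an input library among the lists they cannot be told apart. The highest pileup of a merged list lay between 99.0 and 100.0% of 2 fragment lengths, the ceiling set by keeping 1 tag per position and strand. Heights of the strongest peaks are therefore not comparable with one another.

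The eluates of one kind of beef were not separate sets of regions. Of the peaks of HTE, 94.3% overlapped a peak of MTE and 50.9% one of LTE, and 39.3% of the peaks of MTE overlapped one of LTE. In tough beef the shares were 95.9% (HTO in MTO), 75.4% (HTO in LTO) and 68.0% (MTO in LTO). Peaks placed at random on their chromosomes gave at most 3.17% in any of these. LTO has more peaks than LTE, so the higher shares of HTO and MTO in LTO are not shown to differ for another reason. The share of HTO in MTO was above that of HTE in MTE although MTO has fewer peaks than MTE (57383 against 86678).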
